A study of Mus musculus with 12 samples. Its data were reported in "rRNA biogenesis regulates mouse 2C-like state by 3D structure reorganization of peri-nucleolar heterochromatin" (2021).

How the data were processed

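Poly-A RNA of mouse ES cells and RNA of mouse embryos had been sequenced in 12 libraries, which the labels place in 6 groups of 2 and the study describes as biologically independent. The ES groups were untreated cells and cells treated with CX-5461 (an inhibitor of RNA polymerase I, which transcribes the ribosomal RNA genes), rapamycin (an inhibitor of the mTOR kinase) or rotenone (an inhibitor of respiratory complex I). The embryo groups were untreated and CX-5461-treated C57BL/6J embryos, described by the study as treated morulae grown to blastocysts. ES cells had been grown on feeder fibroblasts in LIF/2i medium, and per the labels the feeder cells were depleted before RNA extraction. For the embryos the study describes a different protocol, with pre-amplified cDNA of a few pooled embryos.

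The authors deposited gene levels in TPM (transcripts per 1000000), in one table for ES cells and one for embryos, each with 53715 genes. By the study's methods, reads were trimmed with Trimmomatic, aligned to mm10 with HISAT2, stripped of duplicates with Picard and quantified with StringTie on GENCODE annotation, and only uniquely mapped reads were kept for genes. The labels also name CASAVA 1.8. Reads that match several near-identical copies (the Dux, Zscan4 and Gm12794 families) are lost or uncertain in such values, and a small RNA inside another gene can take that gene's reads. TPM keeps no count of reads, so the depth of each library is unknown and no counting error can be given.

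The deposited values of each library summed to about 1000000 TPM, from 999805 to 999914, except for embryo control 1, at 639063. Each library was rescaled to a total of 1000000 before any test, a step that matters for embryo control 1 alone. The values as deposited were later run as an alternative, chosen after seeing the data. Gene IDs were joined to GENCODE M21 on GRCm 38 without their version suffix: 53620 matched and 95 did not.

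Values were fitted as log2(TPM + 1) with limma 3.58.1 (eBayes with an intensity-dependent prior) in R 4.3.3. The 8 ES libraries entered one fit with 4 groups, and the 4 embryo libraries another with 2 groups. Genes with TPM of at least 1 in at least 2 libraries of the table were tested, two-sided, and called at a Benjamini-Hochberg adjusted p under 0.05. A gene near 0 elsewhere entered if both libraries of a single group reached 1 TPM, so this filter can favour rises in that group. Fold changes on this scale understate changes of genes with low TPM. There were 6 comparisons: each ES treatment against control, CX-5461 against rapamycin and against rotenone, and CX-5461 against control in embryos. The study's own differential test used DESeq2 on read counts, which were not used here, so its gene calls were not repeated.

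A total of 23 gene lists (1002 genes) were fixed from background knowledge: two-cell stage genes, pluripotency, p53 targets, ribosomal proteins, ribosome biogenesis, RNA polymerase I machinery, sterol and lipid synthesis, the integrated stress response, the unfolded protein response, nuclear and mitochondrially encoded oxidative phosphorylation genes, glycolysis and hypoxia, lysosome and autophagy, S phase, G2/M phase, immediate early genes, replication histones, and markers of fibroblasts, trophectoderm, primitive endoderm, primed or germ layer cells, oocytes and germline. Lists were tested with camera (preset inter-gene correlation 0.01), adjusted over the 23 lists of a comparison, and beside it with camera on an estimated correlation and with fry, which asks whether a list's genes move one way without comparing them with other genes. With an estimated correlation camera tested on the residual degrees of freedom, 4 in ES cells and 2 in embryos. With so few it had little power, so a call lost there does not show that correlation between genes produced it. List medians are given relative to the median of all tested genes.

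Genes named in the text followed a rule: the study's Duxf3, Zscan4d, Gm12794, Gm4340 and Pou5f1; the 5 largest rises and 5 largest falls of each treated-versus-control comparison among called genes with a mean of at least 5 TPM in the higher group; and the 3 most changed called members of each called list and of 6 lists always shown, or its 2 most abundant members where none was called. The rule gave 147 genes, and some are left out for length. Groups, lists, rule, tests and most alternatives were chosen before the data were examined.

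Alternatives covered a pseudocount of 0.1, no low-level filter or a filter at 5 TPM, median-ratio and quantile scaling, a prior without trend, the replicate number as a block, fits of the 2 groups alone, a log2 fold minimum of 1, leaving out each library, and lists cut to other members: the two-cell list without near-identical copies and every other list to members at 5 TPM or more in 2 libraries. Near-identical copies were taken by gene name, without a check of sequence. They were the Zscan4, Tdpoz, Usp17l, Tcstv, Pramel and Pramef families and every symbol made of Gm and a number. After seeing the data, removal of each library's trend with exon length was added (loess on protein-coding genes). Genes moved together in a pair of ES treatments were set beside the number that independence gives and, since the treatments share their controls, beside 100 simulations of unchanged groups. The overlap between ES cells and embryos was tested with Fisher's exact test.

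The fit was tested on simulated data with 200 changed genes and 10 repeats. In the ES design, 4.2% of genes changed by 0.5 (log2) were recovered, 54.6% of those changed by 1 and 94.7% of those changed by 2, with 6 unchanged genes called per repeat. In the embryo design the shares were 0.4%, 7% and 91.7%, with 7.1 unchanged genes called. With CX-5461 and rotenone 9350 and 7082 of 17638 ES genes were called, far more than 200. The shares above thus do not give the recovery in those comparisons. A simulated list of 50 genes moved by 0.5 was called in 10 of 10 repeats and an unmoved one in 0. The simulated genes varied independently, whereas ribosomal proteins in ES cells had an estimated correlation of 0.697. These repeats thus do not give the error rate of camera on correlated lists. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Repeat elements and the study's chromatin, imaging and PCR data were not analysed here.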

Results

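Gene levels were measured by RNA sequencing in mouse ES cells left untreated or treated with CX-5461, rapamycin or rotenone, and in mouse embryos left untreated or treated with CX-5461, with 2 libraries in each of the 6 groups. The number of genes at 1 TPM or more was 14521 and 15015 in the control ES libraries, 16768 and 17104 with CX-5461, 15531 and 15107 with rapamycin, and 15887 and 15791 with rotenone. It was 12629 and 12397 in control embryos and 13703 and 13072 in CX-5461-treated embryos. The study describes its libraries as biologically independent, but the labels name no separate cultures or litters, so every p-value measures the spread between samples only. Read depth is unknown, because TPM holds no counts. Changes are log2 fold changes of TPM + 1 from limma, with their standard error (SE) and n = 2 libraries per group.

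The first comparison asked what inhibition of RNA polymerase I changed in ES cells. Two-cell stage genes were higher in CX-5461-treated mES cells. Zscan4d (ENSMUSG00000090714.10, chromosome 7: 11161374 to 11166159), a marker of 2-cell-like ES cells, rose from 13.3 and 18.1 TPM to 80.6 and 73.2 TPM (log2 fold change 2.23, SE 0.16, adjusted p = 0.000103). Gm12794 (ENSMUSG00000070890.3, chromosome 4: 101940407 to 101943183) rose from 1.16 and 1.48 to 43.3 and 48.8 TPM (4.34, SE 0.30, adjusted p = 8.23e-05). Gm4340 (ENSMUSG00000090854.9, chromosome 10: 104194042 to 104196522) rose from 5.23 and 7.01 to 18.9 and 16.7 TPM (1.41, SE 0.25, adjusted p = 0.00355). Pou5f1 (ENSMUSG00000024406.16, chromosome 17: 35506018 to 35510772), a core pluripotency factor, fell from 1631 and 1650 to 926 and 861 TPM (-0.88, SE 0.07, adjusted p = 0.000141). Duxf3 (ENSMUSG00000075046.7, chromosome 10: 58229979 to 58232675), the Dux factor that switches on two-cell genes, was listed at 0 in 7 of the 8 ES libraries and at 0.102 TPM in CX-5461 replicate 1. It was not tested. Duxf3, Zscan4d, Gm12794 and Gm4340 all have near-identical copies, so their levels are uncertain.

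**Figure D1:**
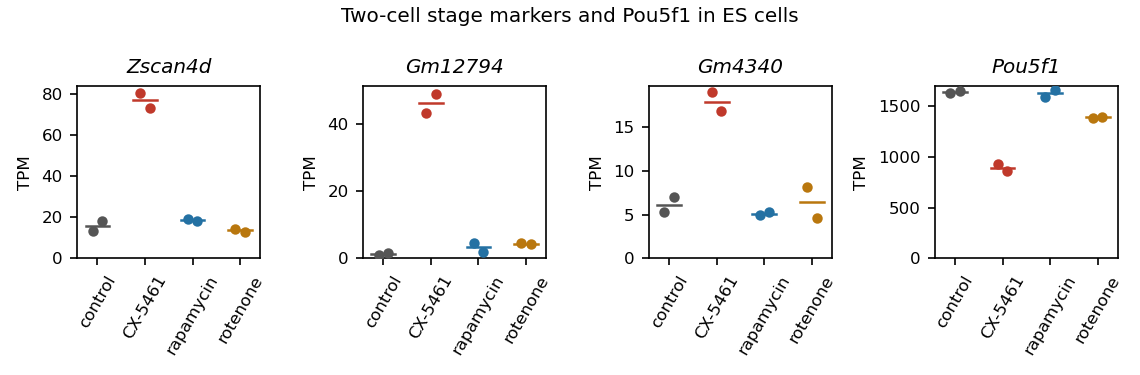
Levels in TPM (vertical axis, from 0) of Zscan4d, Gm12794, Gm4340 and Pou5f1 in the 4 ES groups. Each point is 1 library and each line the mean of 2. In both CX-5461 libraries the first 3 genes lie above every other library (Zscan4d 80.6 and 73.2 TPM) and Pou5f1 lies below (926 and 861 TPM).

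The two-cell list holds 69 genes, of which 48 passed the level filter. A member near 0 elsewhere passed by reaching 1 TPM in both CX-5461 libraries, so the filter can favour rises. Of the 48 two-cell list members tested, 47 rose with CX-5461 and 1 fell, with the same counts adjusted over the list alone. Without near-identical copies, as taken by gene name, 12 members remained, of which 11 rose and 1 fell (median change 1.86, camera adjusted p = 0.00395). The median of all 48 lay 1.79 above that of all genes (1.92 and 1.66 in the libraries; camera adjusted p = 4.99e-12, but adjusted p = 0.23 with an estimated correlation). After Gm12794, Zscan4-ps1 (3.66, SE 0.26) and the deubiquitinase gene Usp17le (3.54, SE 0.17) rose most, whereas the autophagy receptor gene Calcoco2 fell (-0.82, SE 0.10). Targets of p53, the stress-responsive tumour suppressor, rose in 48 of 53 cases, also adjusted over the list alone, with a median 1.24 above all genes (adjusted p = 6.68e-12, and adjusted p = 0.23 with an estimated correlation). Among them Ddit4l, a brake on mTOR signalling, rose from 8.04 and 8.31 to 120.04 and 126 TPM (3.75, SE 0.12, adjusted p = 2.02e-05). Pmaip1, which encodes the pro-apoptotic NOXA, rose from 11.5 and 11.4 to 171 and 162 TPM, and Cdkn1a, the cell cycle inhibitor p21, went from 277 and 313 to 1171 and 1145 TPM. Immediate early genes rose in 22 of 24 cases and fell in 1 (23 and 1 adjusted over the list alone; list adjusted p = 5.15e-07, and adjusted p = 0.261 with an estimated correlation). The AP-1 subunit gene Fosl1 (2.75, SE 0.16) and Ier5 (2.59, SE 0.15) rose furthest among them. Lysosome and autophagy genes rose in 38 of 51 cases and fell in 1 (40 and 1 adjusted over the list alone; adjusted p = 5.38e-05, and adjusted p = 0.237 with an estimated correlation). They were led by Gpnmb (2.83, SE 0.15) and the acid glucosidase gene Gaa (2.49, SE 0.23). Primitive endoderm markers rose in 15 of 22 cases (16 up and 1 down adjusted over the list alone; adjusted p = 0.00538, and adjusted p = 0.237 with an estimated correlation). Gata6, a factor that specifies that lineage, went from 0.753 and 0.54 to 11.6 and 12.3 TPM. The collagen genes Col4a1 and Col4a2 were the other most changed members. For CX-5461 against rotenone, where fibroblast markers lay close, neither the primitive endoderm list (camera adjusted p = 0.237) nor the lysosome list (0.823) passed. Feeder RNA as a source of these rises was not tested. Fibroblast markers moved with all of these groups: 37 of 38 rose, also adjusted over the list alone, with a median 1.33 above all genes (1.43 and 1.31 in the libraries; adjusted p = 6.68e-12, and adjusted p = 0.23 with an estimated correlation). Thbs1, a matrix glycoprotein gene, rose from 24.1 and 30.8 to 161 and 193 TPM.

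With CX-5461, ribosomal protein genes fell in 69 of 82 cases and rose in 1 (72 and 1 adjusted over the list alone), with a median -0.98 relative to all genes (adjusted p = 1.51e-31, and adjusted p = 0.237 with an estimated correlation). Rpl7a (-1.34, SE 0.20) and Rpl26 (-0.98, SE 0.10) were among the furthest. Nuclear oxidative phosphorylation genes fell in 39 of 75 cases and rose in 1, with equal counts adjusted over the list alone (median -0.83, adjusted p = 4.72e-19, and adjusted p = 0.237 with an estimated correlation). Cox5a, a subunit gene of complex IV, fell from 1293 and 1088 to 615 and 550.0 TPM. The medians of both lists lay within the central range of random protein-coding lists matched on exon length and control level. That range was -1.03 to -0.87 for ribosomal proteins and -0.89 to -0.65 for oxidative phosphorylation genes. These falls thus do not set either list apart from other genes of such length and level. Of 90 ribosome biogenesis genes, 30 fell and 7 rose (29 and 7 adjusted over the list alone; adjusted p = 1.05e-10, and adjusted p = 0.237 with an estimated correlation). Rrp15 fell (-1.03, SE 0.09), while Utp20, of the small-subunit processome, rose (0.98, SE 0.19). The RNA polymerase I machinery split, with 7 of 24 down and 5 up, also adjusted over the list alone. The polymerase subunit gene Znrd1 fell (-0.70, SE 0.11), and the termination factor gene Ttf1 (1.49, SE 0.32) and the activator gene Sirt7 (0.75, SE 0.14) rose. The list was called lower (adjusted p = 0.00802, and adjusted p = 0.23 with an estimated correlation) although its mean change was 0.01. Of 40 pluripotency genes 15 fell and 11 rose, again also adjusted over the list alone. Tcl1, a co-activator of AKT, fell (-1.97, SE 0.10) and Dnmt3l, a regulator of DNA methylation, rose (2.26, SE 0.15; list adjusted p = 0.000134, and adjusted p = 0.23 with an estimated correlation).

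Lower calls were also made, each with adjusted p = 0.237 with an estimated correlation. They were made for S phase genes with 15 of 38 down and 1 up (adjusted p = 1.72e-07), G2/M genes with 13 of 40 down and 4 up (0.000134) and for oocyte genes with 6 of 16 down and 5 up (0.0309), all with equal counts adjusted over the list alone. Glycolysis and hypoxia genes were called lower with 14 of 36 down and 8 up (15 and 9 adjusted over the list alone; adjusted p = 0.00012). The mitotic kinase gene Plk1 (-0.92, SE 0.08) and Ung, of uracil repair (-0.98, SE 0.19), were among those that fell. Integrated stress response genes split, with 18 of 43 down and 12 up, also adjusted over the list alone, as Asns, the asparagine synthetase gene, fell (-0.77, SE 0.08) and the stress factor gene Atf3 rose (2.43, SE 0.14). That list was called lower (adjusted p = 0.000171, and adjusted p = 0.311 with an estimated correlation) with a median change of -0.19 but a mean of 0.04. Lists that did not pass were germline genes (adjusted p = 0.722), replication histones (0.641), mitochondrially encoded genes (0.278), primed or germ layer markers (0.2), sterol synthesis (0.391), trophectoderm markers (0.0802) and the unfolded protein response (0.17). The lower calls depended on the scaling: under quantile scaling those of pluripotency (adjusted p = 0.265), polymerase I (0.14), G2/M (0.0705), glycolysis (0.105), oocyte (0.0704) and integrated stress response genes (0.0939) were lost, leaving 4 of 10, and the unfolded protein response was called higher (0.0086). By fry, which tests against no change, 11 lists were higher, with the two-cell list among them, and 2 lower. With the exon length trend removed the oocyte call was lost (0.115), histones were called higher (0.00668) and sterol genes lower (0.00416).

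Across all 17638 genes tested in ES cells, 7410 rose and 1940 fell with CX-5461 (79.3% up), and the median change of all genes was 0.42. Of the genes called, 7170 lay above that median and 2180 below. With a log2 fold minimum of 1 the counts were 4317 up and 380 down. The level filter can favour rises in these counts too. The largest rise was that of Krt5 (ENSMUSG00000061527.7), a basal keratin gene, from 0.292 and 0.313 to 93 and 81 TPM (6.08, SE 0.21), followed by Neb, the nebulin gene, at 5.67 (SE 0.18). The largest fall was that of Snora33 (ENSMUSG00000070063.1, chromosome 10: 23785347 to 23785475), a small nucleolar RNA within Rps12, from 58 and 50.1 to 0.332 and 0.346 TPM. The split between up and down rested on the scaling: 65.6% of called genes rose under median-ratio scaling, 46% under quantile scaling, and 58.2% with the exon length trend removed. Without CX-5461 replicate 2 the fit called 5223 genes.

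**Figure D2:**
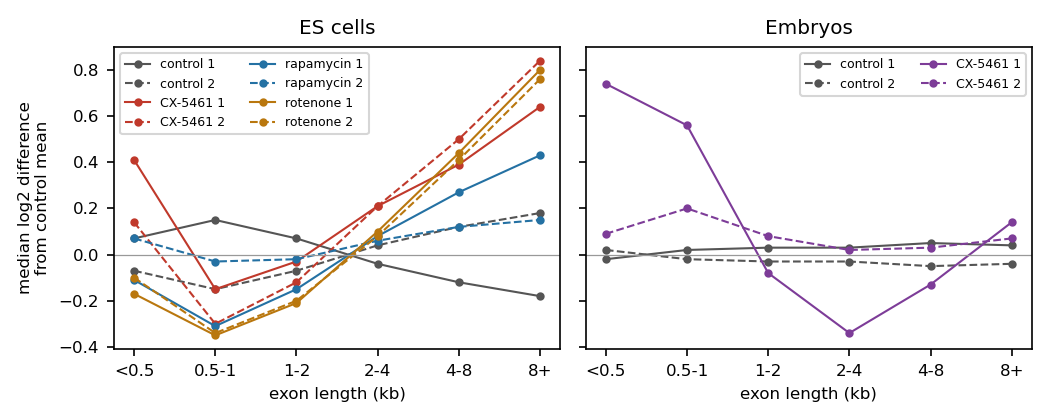
Median log2 difference from the control mean (vertical axis) of protein-coding genes by exon length in kb (horizontal axis), 1 line per library, ES cells left and embryos right. Genes over 8 kb stood highest in CX-5461 replicate 2, at 0.84, and at 0.80 and 0.76 with rotenone, whereas rapamycin replicate 2, at 0.15, lay below control replicate 2, at 0.18. In embryos CX-5461 replicate 1 stood apart for genes under 500 nt, at 0.74.

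The rapamycin comparison asked whether another stress, inhibition of mTOR, changed the same genes. The two-cell markers gave no call: Zscan4d was at a mean of 18.6 TPM against 15.7 TPM in control (0.24, SE 0.16, adjusted p = 0.49). Gm12794 was at 4.67 and 1.97 TPM (adjusted p = 0.34), Gm4340 at 4.95 and 5.25 TPM (adjusted p = 0.683) and Pou5f1 at 1593 and 1657 TPM (adjusted p = 0.931). limma called 2 genes, both lower. Snora33 (-5.30, SE 0.16, adjusted p = 0.000109) was under 1 TPM in all 6 treated ES libraries. Uqcrc1 (ENSMUSG00000025651.14), a subunit gene of respiratory complex III, fell from 187 and 115 to 9.06 and 9.55 TPM (-3.84, SE 0.29, adjusted p = 0.03). At an unadjusted p under 0.05 there were 1842 genes higher and 509 lower, and the median change was 0.13. The two-cell list did not differ from other genes (0 of 48 called, also adjusted over the list alone; median -0.01, adjusted p = 0.579).

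Fibroblast markers were the list furthest up with rapamycin. None of the 38 passed over all genes and 25 rose adjusted over the list alone, with a median 0.49 above all genes (adjusted p = 5.95e-18, and adjusted p = 0.313 with an estimated correlation; fry adjusted p = 0.0152). Col1a1, the type I collagen gene, was at 603 and 435 TPM against 221 and 305 TPM (adjusted p = 0.189). The other 10 calls went with it, and none of their members but Uqcrc1 passed over all genes. Called higher were immediate early genes (11 up adjusted over the list alone; list adjusted p = 1.39e-06, and adjusted p = 0.455 with an estimated correlation), and p53 targets (5 up; 0.00024, and 0.455). So were lysosome genes (3 up; 0.00222, and 0.455), primitive endoderm markers (6 up; 0.00255, and 0.455) and sterol synthesis genes (0 up; 0.0365, and 0.652). Called lower were oxidative phosphorylation genes (1 down adjusted over the list alone; adjusted p = 2.02e-17, and adjusted p = 0.455 with an estimated correlation), and the integrated stress response (13 down; 1.55e-13, and 0.455). So were ribosomal proteins (0 down; 6.76e-12, and 0.486), glycolysis and hypoxia (4 down and 1 up; 0.000237, and 0.455) and ribosome biogenesis (0 down; 0.00037, and 0.486), the last with a median change of 0. Relative to all genes the medians of these lower lists lay between -0.13 and -0.34. Replicates 1 and 2 gave -0.51 and -0.15 for oxidative phosphorylation genes and -0.38 and -0.11 for ribosomal proteins. With the exon length trend removed, replicate 2 lay within the controls, at -0.08 (controls 0.09 and -0.09) and -0.05 (0.08 and -0.08). Camera at the preset correlation still called both lower. The remaining lists did not pass: G2/M (adjusted p = 0.491), germline (0.794), histones (0.086), mitochondrially encoded (0.508), oocyte (0.196), pluripotency (0.947), polymerase I (0.158), primed (0.671), S phase (0.329), trophectoderm (0.459) and unfolded protein response (0.0765). Quantile scaling ended the ribosomal protein (adjusted p = 0.44) and ribosome biogenesis calls (0.163) and added unfolded protein response genes as higher (0.0034) and histones as lower (0.044), while fry called the fibroblast list alone. Median-ratio scaling ended the sterol call (0.181) and added S phase genes as lower (0.028). With members at 5 TPM or more, oocyte genes were called lower (0.0323). Length trend removal ended the sterol call (0.534) and gave 5 more, with S phase (0.000335), G2/M (0.0257) and polymerase I (0.0319) lower and histones (0.024) and mitochondrially encoded genes (0.0438) higher. A single library decided the gene count, which was 365 (339 up) without control replicate 2, 19 without control replicate 1 and 9 without rapamycin replicate 2.

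Rotenone, which blocks respiratory complex I, was compared with control for the same question. Zscan4d was at 14.3 and 13 TPM (-0.17, SE 0.16, adjusted p = 0.42) and Gm4340 at 8.11 and 4.63 TPM (adjusted p = 0.959), whereas Gm12794 rose to 4.7 and 4.14 TPM (1.23, SE 0.30, adjusted p = 0.018) and Pou5f1 fell to 1380 and 1395 TPM (-0.24, SE 0.07, adjusted p = 0.0322). With rotenone 10 of the 48 two-cell members rose and 1 fell (6 and 1 adjusted over the list alone) and the list did not pass (median 0.05 above all genes, adjusted p = 0.711). With the exon length trend removed it was called higher (12 up and 1 down, median 0.28, adjusted p = 0.00641). Zscan4-ps1 (0.83, SE 0.26) and Usp17la (0.97, SE 0.18) rose and Calcoco2 fell (-1.75, SE 0.10).

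Fibroblast markers rose in 36 of 38 cases with rotenone, also adjusted over the list alone, with a median 1.35 above all genes (1.23 and 1.47 in the libraries; adjusted p = 2.1e-13, and adjusted p = 0.225 with an estimated correlation). Lox, which cross-links collagen, rose from 84.4 and 101 to 618 and 634 TPM (2.75, SE 0.11). Targets of p53 rose in 44 of 53 cases and fell in 1 (46 and 1 adjusted over the list alone; adjusted p = 7.12e-10, and adjusted p = 0.225 with an estimated correlation). The kinase gene Plk2 rose from 36.2 and 55.4 to 219 and 216 TPM. Integrated stress response genes rose in 29 of 43 cases and fell in 1 (31 and 1 adjusted over the list alone; adjusted p = 8.77e-06, and adjusted p = 0.334 with an estimated correlation). They were led by the mitochondrial folate gene Aldh1l2 (1.88, SE 0.21) and by Ddit4, an inhibitor of mTOR signalling (1.82, SE 0.12). Lysosome genes rose in 36 of 51 cases and fell in 2 (37 and 2 adjusted over the list alone; adjusted p = 1.61e-06, and adjusted p = 0.23 with an estimated correlation). Among them were Fnip2 (1.81, SE 0.14) and Fnip1 (1.75, SE 0.15), regulators of lysosomal nutrient signalling. Sterol synthesis genes rose in 25 of 35 cases and fell in 1, also adjusted over the list alone (adjusted p = 0.001, and adjusted p = 0.362 with an estimated correlation). Immediate early genes (18 of 24 up, 1 down; list adjusted p = 0.000364, and adjusted p = 0.438 with an estimated correlation) and primitive endoderm markers (13 of 22 up; adjusted p = 0.00364, and adjusted p = 0.292 with an estimated correlation) were called higher with equal counts adjusted over the list alone.

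Ribosomal protein genes fell in 27 of 82 cases with rotenone (20 adjusted over the list alone; median -0.56 relative to all genes, adjusted p = 2.56e-16, and adjusted p = 0.334 with an estimated correlation). Rpl17 fell from 1316 and 1169 to 313 and 444 TPM. Nuclear oxidative phosphorylation genes fell in 23 of 75 cases (20 adjusted over the list alone; median -0.63, adjusted p = 1.17e-14, and adjusted p = 0.334 with an estimated correlation). The complex I subunit gene Ndufs7 was one of them (-0.77, SE 0.18). Here too both list medians lay within the central range of random protein-coding lists matched on exon length and control level. The range was -0.68 to -0.54 for ribosomal proteins and -0.66 to -0.48 for oxidative phosphorylation genes. Neither list is thus set apart from other genes of such length and level. S phase genes fell in 18 of 38 cases, also adjusted over the list alone, such as the cyclin gene Ccne1 from 241 and 249 to 126 and 119 TPM (list adjusted p = 7.12e-10, and adjusted p = 0.225 with an estimated correlation). Also called lower were ribosome biogenesis with 23 of 90 down and 3 up (23 and 2 adjusted over the list alone; adjusted p = 9.55e-07, and adjusted p = 0.334 with an estimated correlation) and replication histones with 9 of 55 down and 4 up (7 and 4 adjusted over the list alone; 0.00087, and 0.334). The pluripotency list, with 13 of 40 down and 9 up (15 and 10 adjusted over the list alone; 0.00178, and 0.23), was called lower with a mean change of 0.02, and the naive pluripotency factor gene Esrrb rose (1.95, SE 0.43). Germline genes had 6 of 27 down and 4 up and oocyte genes 4 of 16 down and 1 up, both also adjusted over the list alone (adjusted p = 0.0183 and 0.0221, and each with adjusted p = 0.225 with an estimated correlation). Stra8, a gene of entry into meiosis, fell (-1.67, SE 0.14). Polymerase I machinery had 8 of 24 down and 2 up (8 and 3 adjusted over the list alone; adjusted p = 0.0257, and adjusted p = 0.225 with an estimated correlation) with a median change of 0.02, above 0. G2/M (adjusted p = 0.701), glycolysis (0.653), mitochondrially encoded (0.747), primed (0.394), trophectoderm (0.747) and unfolded protein response genes (0.817) did not pass. Quantile scaling ended the ribosomal protein (adjusted p = 0.246), pluripotency (0.362) and polymerase I calls (0.128), and fry called 10 lists higher and 2 lower. Length trend removal ended the histone (0.449), germline (0.254) and oocyte calls (0.0638) and added mitochondrially encoded genes as higher (0.00545) and primed genes as lower (0.0499). With members at 5 TPM or more the germline (0.05004) and histone calls (0.119) were lost.

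In total 5394 genes rose and 1688 fell with rotenone (76.2% up; median change of all genes 0.27, with 5389 called genes above it and 1693 below). The 5 largest falls were those of Snora33, Gm22879, Snora73a, Pet117 (listed at 0 in both rotenone libraries) and Tuba3a (ENSMUSG00000067702.5), a testis-type tubulin gene. Tuba3a went from 518 and 508 to 37 and 38.1 TPM (-3.74, SE 0.08). The share up was 60.3% under median-ratio scaling, 48.9% under quantile scaling and 54.8% with the length trend removed. The fit called 4258 genes without control replicate 1, 2752 without rotenone replicate 1 and 3039 without rotenone replicate 2.

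The CX-5461 effect was then tested directly against those of rapamycin and rotenone. Two-cell genes were higher with CX-5461 in both tests, with counts that the level filter can favour as above. Against rapamycin, 46 of 48 members were higher and 1 lower (47 and 1 adjusted over the list alone; median 1.89 above all genes, adjusted p = 6.36e-16, and adjusted p = 0.211 with an estimated correlation). Against rotenone, 46 were higher and 0 lower (48 and 0 adjusted over the list alone; median 1.89, adjusted p = 2.29e-25, and adjusted p = 0.156 with an estimated correlation). Zscan4d differed by 1.99 (SE 0.16) and 2.41 (SE 0.16), Gm12794 by 3.52 and 3.12 (SE 0.30 each), and Pou5f1 by -0.86 and -0.64 (SE 0.07 each). Fibroblast markers were also higher than with rapamycin, in 35 of 38 cases, also adjusted over the list alone (median 0.96 above all genes, adjusted p = 2.5e-10, and adjusted p = 0.211 with an estimated correlation). They lay close to rotenone, with 10 higher and 2 lower (11 and 2 adjusted over the list alone; median 0.21, adjusted p = 0.0133, and adjusted p = 0.402 with an estimated correlation).

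Targets of p53 were higher with CX-5461 than with rapamycin in 46 of 53 cases, also adjusted over the list alone (adjusted p = 5.9e-14, and adjusted p = 0.211 with an estimated correlation). Against rotenone 33 were higher (34 adjusted over the list alone; adjusted p = 2.67e-11, and adjusted p = 0.156 with an estimated correlation). Integrated stress response genes were lower than with rotenone in 26 of 43 cases and higher in 3 (28 and 3 adjusted over the list alone; median -0.85, adjusted p = 3.15e-17, and adjusted p = 0.156 with an estimated correlation). Against rapamycin 15 were higher and 10 lower and the list did not pass (adjusted p = 0.219). Ribosomal protein genes were lower than with rapamycin in 60 cases (67 lower and 1 higher adjusted over the list alone; adjusted p = 1.01e-25, and adjusted p = 0.244 with an estimated correlation). Against rotenone 18 were lower and 1 higher (29 and 1 adjusted over the list alone; adjusted p = 1.18e-15, and adjusted p = 0.349 with an estimated correlation). Sterol synthesis genes were lower than with rotenone in 10 of 35 cases (12 adjusted over the list alone; adjusted p = 7.44e-10, and adjusted p = 0.243 with an estimated correlation). Histone genes were higher than with rotenone in 19 of 55 cases (20 adjusted over the list alone; adjusted p = 0.000146, and adjusted p = 0.307 with an estimated correlation).

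Against rapamycin the other lists called higher, with members up and down over all genes and then adjusted over the list alone, were immediate early (22 and 1, 22 and 1; adjusted p = 1.04e-06), lysosome (32 and 0, 35 and 0; 2.66e-05), primitive endoderm (13 and 2, 14 and 2; 0.0201) and trophectoderm genes (17 and 2, 17 and 2; 0.0142). Called lower were oxidative phosphorylation (3 and 21, 3 and 18; 6.31e-10), ribosome biogenesis (4 and 26, 4 and 22; 6.45e-09), S phase (0 and 15, 0 and 15; 2.88e-08) and G2/M genes (2 and 11, 2 and 11; 1.56e-05). So were pluripotency (6 and 18, 7 and 18; 2.29e-05), glycolysis (8 and 9, 10 and 10; 0.00507), polymerase I (4 and 5, 4 and 5; 0.0265) and sterol genes (5 and 6, 1 and 5; 0.0346). Those 12 lists had adjusted p = 0.211 to adjusted p = 0.536 with an estimated correlation. Germline (0.943), histone (0.654), mitochondrially encoded (0.396), oocyte (0.0602), primed (0.218) and unfolded protein response genes (0.24) did not pass. Against rotenone the other lists called higher, with counts in the same order, were immediate early (15 and 0, 18 and 0; 6.1e-07), primed (8 and 0, 10 and 0; 0.00209), germline (13 and 0, 13 and 1; 0.00596), unfolded protein response (7 and 1, 10 and 1; 0.00793) and trophectoderm genes (12 and 3, 16 and 4; 0.0241). Called lower were G2/M (5 and 9, 6 and 15; 2.58e-06), glycolysis (2 and 12, 4 and 13; 5.23e-06) and oxidative phosphorylation genes (1 and 5, 0 and 0; 0.000185). So were ribosome biogenesis (2 and 7, 1 and 3; 0.00102), mitochondrially encoded (0 and 1, 0 and 0; 0.0122) and pluripotency genes (8 and 11, 10 and 14; 0.0127). These calls had adjusted p = 0.156 to adjusted p = 0.552 with an estimated correlation. Lysosome (0.823), oocyte (0.858), polymerase I (0.394), primitive endoderm (0.237) and S phase genes (0.624) did not pass. Under quantile scaling the calls of glycolysis (adjusted p = 0.255), polymerase I (0.208) and sterol genes (0.255) against rapamycin were lost, with the unfolded protein response called higher (0.0299), and those of oxidative phosphorylation (0.106), mitochondrially encoded (0.517) and pluripotency genes (0.427) against rotenone. By fry, 11 lists were higher and 3 lower against rapamycin, and 11 higher and 4 lower against rotenone, with the two-cell list among the higher in both. With the length trend removed histones were also higher than with rapamycin (0.0242).

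Over all genes, 5449 were higher and 1545 lower with CX-5461 than with rapamycin (77.9% higher, median 0.26), and 3031 higher and 869 lower than with rotenone (77.7% higher, median 0.12). The shares were 68.3% and 72.9% under median-ratio scaling and 48% and 53% under quantile scaling. Without single libraries the rapamycin test called 4053 genes (CX-5461 replicate 1), 3318 (CX-5461 replicate 2) and 4632 (rapamycin replicate 2), and the rotenone test 1096 and 1254 (CX-5461 replicates 1 and 2) and 1839 and 1722 (rotenone replicates 1 and 2).

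Changes were shared between CX-5461 and rotenone. They raised 4351 genes in common, where independence would give 2266.1, and lowered 1036 (185.7), while 109 moved in opposite directions. Their log2 fold changes correlated across genes at 0.711, against 0.5 in simulated unchanged groups that share the controls, with a covariance of 0.445 against 0.0343. The correlation was 0.46 between CX-5461 and rapamycin and 0.563 between rapamycin and rotenone, with covariances of 0.151 and 0.147. The correlation of 0.46 lies below the simulated 0.5, but the covariance of that pair lies above the simulated 0.0343. Its log2 fold changes also had the same sign in 74.5% of genes, against 66.7% simulated. The simulated groups were centred on no change, whereas the median changes of all genes were 0.425 and 0.131. Such shifts can raise the same-sign share by themselves, so that share does not show sharing. Given the covariance, the correlation alone does not show less sharing than in unchanged groups. Each pair with rapamycin had 0 called genes up and 1 down in common, as rapamycin had 2 calls in all. Genes are not independent replicates, and part of the excess may come from the shared controls, since a split of the 2 control libraries would leave 1 for each treatment and was not run. Fibroblast markers, which rose with both CX-5461 and rotenone, are part of what was shared.

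**Figure D3:**
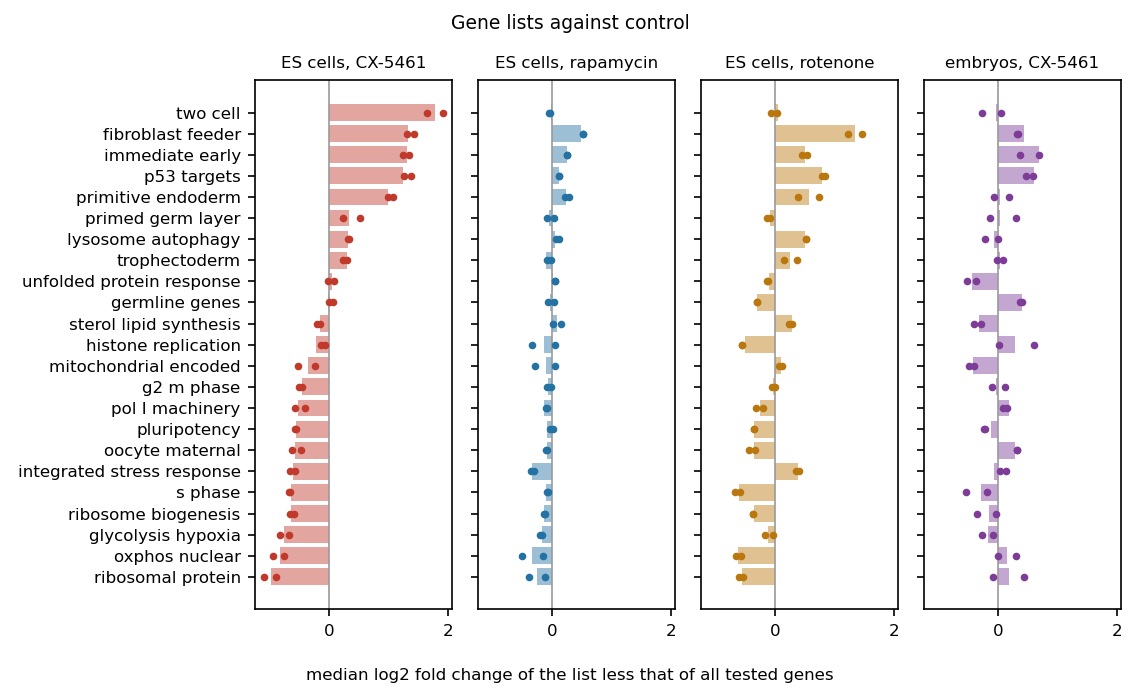
Median log2 fold change of each gene list less that of all tested genes (horizontal axis) against control, in 4 panels for CX-5461, rapamycin and rotenone in ES cells and CX-5461 in embryos. Bars are the group value and points the 2 treated libraries. The two-cell bar stands at 1.79 with CX-5461 in ES cells and within 0.05 of 0 in the other panels, while the fibroblast bar is at 1.33, 0.49 and 1.35 in the 3 ES panels. The two-cell bars cover 48 tested members in ES cells and 23 in embryos, where Zscan4d, Gm12794 and Gm4340 were not tested.

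The embryo comparison asked what CX-5461 changed during growth to the blastocyst. Targets of p53 were the list with the smallest p. None of 49 members was called over all genes and 7 were higher and 1 lower adjusted over the list alone, with a median 0.61 above all genes (0.59 and 0.47 in the libraries; adjusted p = 1.47e-05, and adjusted p = 0.602 with an estimated correlation). Cdkn1a was at 175 and 114 TPM against 38.4 and 47.2 TPM in control embryos (1.71, SE 0.31, adjusted p = 0.147). Ddit4l was at 77.9 and 50.9 against 26.7 and 31.9 TPM (1.08, SE 0.32, adjusted p = 0.275). Two-cell markers were near or at 0, and none was tested. Zscan4d was listed at 0 in all 4 libraries, and Duxf3 at 0 in all but CX-5461 replicate 1, at 0.165 TPM. Gm12794 was at 0.457 and 0.573 against 0.916 and 0.318 TPM with treatment, and Gm4340 at 0.525 and 0.042 against 0.576 and 0.098 TPM. The list of two-cell genes did not pass (0 of 23 called, also adjusted over the list alone; median -0.04, at -0.26 and 0.05 in the libraries; adjusted p = 0.8). Its 23 tested members leave out those markers, so the list cannot speak for them. The study reported several two-cell genes higher in treated embryos by qRT-PCR, and its two-cell gene clusters higher by RNA sequencing. Those PCR values and clusters were not analysed here. Pou5f1 was at 38.1 and 44.3 TPM against 77.2 and 52.6 TPM (-0.62, SE 0.30, adjusted p = 0.449).

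The other embryo list calls, with no member called over all genes, began with immediate early genes, higher (3 of 15 up adjusted over the list alone; median 0.69, at 0.70 and 0.37 in the libraries; adjusted p = 0.00475, and adjusted p = 0.685 with an estimated correlation). Replication histones were also called higher (0 of 55; median 0.28, at 0.61 and 0.02 in the libraries; 0.00475, and 0.873). Called lower, each with adjusted p = 0.00475 and 0 members up adjusted over the list alone, were mitochondrially encoded genes (median -0.42, at -0.41 and -0.49 in the libraries; adjusted p = 0.685 with an estimated correlation), S phase genes (-0.29, at -0.54 and -0.18; 0.809) and the unfolded protein response (-0.44, at -0.52 and -0.37, 1 member down; 0.685). The mitochondrial complex I gene mt-Nd1 was at 11585 and 12023 TPM against 17524 and 17414 TPM (adjusted p = 0.367) and Pcna, the replication clamp, at 247 and 312 against 385 and 381 TPM (adjusted p = 0.497). Sterol synthesis genes (median -0.32, at -0.40 and -0.28 in the libraries; adjusted p = 0.00858, and adjusted p = 0.685 with an estimated correlation), ribosome biogenesis (-0.15, at -0.36 and -0.03; 0.0283, and 0.873) and pluripotency genes (-0.11, at -0.23 and -0.22, 1 of 35 down adjusted over the list alone; 0.0416, and 0.685) were also called lower. Ribosomal proteins had a median of 0.19 (0.44 and -0.09 in the libraries) and did not pass (adjusted p = 0.091). Rps29 was at 6395 and 3177 TPM against 2398 and 2316 TPM. Fibroblast (adjusted p = 0.204), G2/M (0.941), germline (0.289), glycolysis (0.311), integrated stress response (0.937), lysosome (0.321), oocyte (0.204), oxidative phosphorylation (0.632), polymerase I (0.632), primed (0.672), primitive endoderm (0.8) and trophectoderm genes (0.804) did not pass. With the exon length trend removed the calls of S phase (adjusted p = 0.0557), sterol (0.0597), ribosome biogenesis (0.38) and pluripotency genes (0.117) were lost, and that of histones turned to lower without passing (0.832, median 0.03). Quantile scaling ended the ribosome biogenesis (0.227) and pluripotency calls (0.145), and fry called no list. With the values as deposited 3 list calls were lost, and leaving out any single library also ended some. With members at 5 TPM or more the immediate early (0.0642) and pluripotency calls (0.117) were lost. The histone, S phase and ribosome biogenesis medians lay further from 0 in CX-5461 replicate 1. Histone genes are short (median exon length 539 nt). In CX-5461 replicate 1, genes of 500 to 1000 nt stood at 0.56 and genes under 500 nt at 0.74.

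Of 13289 genes tested in embryos, limma called 1. Gm26712 (ENSMUSG00000097656.1, chromosome 6: 57689433 to 57689649), a transcript overlapping Pyurf, rose from 0.255 and 0.266 to 48.4 and 50.9 TPM (5.33, SE 0.28, adjusted p = 0.00208). At an unadjusted p under 0.05, 1151 genes were higher and 495 lower (median change of all genes 0.05). The count rested on single choices. The values as deposited, without rescaling embryo control 1, gave 438 genes up and 31 down, and the replicate number as a block gave 92. Leaving out a library gave 20 (control replicate 1), 51 (control replicate 2), 190 (CX-5461 replicate 1) or 2708 (CX-5461 replicate 2, with 1130 up and 1578 down).

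The effects of CX-5461 in ES cells and embryos were compared over 11839 genes tested in both. No embryo gene in that set passed, so 0 genes overlapped at the adjusted threshold (Fisher's exact p = 1). Among genes changed by a log2 fold of at least 1, whatever their p, 265 were higher in both where independence gives 95.65 (odds ratio 5.3, Fisher's exact p = 9.04e-68, adjusted p = 3.62e-67). There were 20 lower in both where it gives 5.63 (Fisher's exact p = 9.12e-07, adjusted p = 1.82e-06). Over genes at 5 TPM or more in both tables the first overlap was 100 genes where independence gives 27.61 (Fisher's exact p = 2.3e-35). The shared higher genes included 9 of 49 p53 targets (Ak1, Btg2, Cdkn1a, Ddit4l, Eda2r, Ercc5, Fas, Plcd4 and Plk2). They also held 4 of 15 immediate early genes (Dusp4, Fos, Ier3 and Jun) and 2 of 16 two-cell genes (Arg2 and E330020D12Rik). Tcl1 and Otx2 were among those lower in both. Across genes, the log2 fold changes of ES cells and embryos had a Pearson correlation of 0.242 and a Spearman correlation of 0.195, and genes are not independent replicates.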

Values the study reported

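The study treated mES cells for 12 h with 2 μM CX-5461, 1 μM rotenone or 2 μM rapamycin. It reported 5258 genes induced by CX-5461. Of these, 1229 were given as direct p53 targets and 621 were also induced by Dux overexpression, with 4637 not shared with Dux.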

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

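In this part, all tests with the exon length trend removed, and the tests of a larger feeder cell share, of feeder RNA as a source of the two-cell rise and of a single factor in embryo control 1 were chosen after the result was seen. The log2 values below are relative to the median of all genes unless stated.

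Under CX-5461 both ES libraries moved one way and both embryo libraries the other for 5 of the 23 lists compared and for 1 of 6 genes, and in each case the difference was not tested. The ES libraries were of poly-A RNA and the embryo libraries of pre-amplified cDNA, and an effect of the protocol was not separated from these differences. For replication histones the ES effect less the embryo effect was -0.5 (ES -0.22, embryo 0.28), although 20 of 55 members rose in ES cells and 2 fell. With the exon length trend removed the values were 0.25 in ES cells (adjusted p = 0.00668) and 0.03 in embryos, so they no longer lay on opposite sides. For the integrated stress response it was -0.54 (ES -0.61, embryo -0.07, where the libraries alone gave 0.03 and 0.13), over 43 members tested in ES cells and 32 in embryos. For oocyte genes it was -0.87 (ES -0.58, embryo 0.29). That difference sets 16 members tested in ES cells against 9 in embryos, with 7 tested in both, so it is largely between different genes. For nuclear oxidative phosphorylation genes it was -0.99 (ES -0.83, embryo 0.16, at 0.3 and 0.01 in the embryo libraries). With the exon length trend removed these genes were at -0.61 in ES cells and 0.03 in embryos. For the polymerase I machinery it was -0.71 (ES -0.52, embryo 0.19). For Dppa3, a maternal and naive pluripotency gene, the log2 fold change was -1.44 in ES cells and 0.73 in embryos, where it did not pass (adjusted p = 0.318), a difference of -2.17.

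Fibroblast markers were higher in all 6 treated ES libraries. A trend with exon length as the whole cause is argued against, since with it removed the marker median stayed at 1.35 (from 1.33) for CX-5461, 1.12 (from 1.35) for rotenone and 0.49 (from 0.49) for rapamycin (1.39 and 1.3, 1.05 and 1.2, and 0.47 and 0.53 in the libraries, with both controls at 0), although none of the 3 calls holds with an estimated correlation (adjusted p = 0.0726, 0.0976 and 0.0662). A larger share of feeder RNA and expression of these genes by treated ES cells themselves cannot be told apart: 100%, 94.7% and 94.7% of the 38 markers lay above all genes with CX-5461, rotenone and rapamycin, which both would give, and any feeder share varies with treatment. Markers included abundant ones such as Col1a1 at 1062 and 1103 TPM under CX-5461 against 221 and 305 TPM in control, and the labels describe feeder depletion before extraction. Feeder RNA as the source of the two-cell rise is argued against: between CX-5461 and rotenone, whose marker levels were close, the lower quartile of two-cell members lay 1.12 above the upper quartile of markers (1.65 and 0.53, not relative to all genes). Both sources of the marker rise stay open, and expression by ES cells was not tested.

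Ribosomal protein and oxidative phosphorylation genes were lower with CX-5461 and rotenone, and they are short and abundant. A trend with length as the whole cause is argued against, since with it removed camera at the preset correlation still called all 4 lower, at -0.75 and -0.61 for CX-5461 and -0.29 and -0.27 for rotenone (ribosomal proteins first). The treated libraries, at -0.69 and -0.78, -0.55 and -0.65, -0.32 and -0.21, and -0.30 and -0.25, all lay below both controls (0.08 and -0.08, and 0.09 and -0.09). No call holds with an estimated correlation, however (adjusted p = 0.116 and 0.192 for CX-5461, 0.403 for both lists with rotenone), and for rotenone the values were -0.56 and -0.63 before, so the trend may cover part. Random protein-coding lists matched on exon length and control level fell as far, however: the ribosomal protein median of -0.98 lay within their central 95% (-1.03 to -0.87) for CX-5461 and -0.56 within -0.68 to -0.54 for rotenone, and oxidative phosphorylation genes at -0.83 within -0.89 to -0.65 and at -0.63 within -0.66 to -0.48. The fall may thus be one of short, abundant transcripts at large, technical or biological. A response of these pathways to treatment stays open and was not tested apart from it.

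Embryo control 1 had a deposited total of 639063 TPM. Loss of listed genes is argued against, as genes under 0.1 of their control 2 level (126 genes) hold 0.18% of the missing total. Genes not listed at all could not be tested, and TPM assigned to them would lower every listed gene by a common factor. One factor over the whole library is a candidate explanation, with a median log2 ratio of -0.57 to control 2 over 7197 genes (interquartile range -0.77 to -0.37) against -0.646 for the totals. What produced such a factor is unknown, and no biological explanation was tested.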

How the results depend on the processing

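Removal of the exon length trend and the embryo values as deposited were chosen after seeing the data, and all other alternatives before. Where a value changed, the cause was not tested, except as given. Gene counts for CX-5461, rotenone, CX-5461 against rapamycin and CX-5461 against rotenone stayed within 1.5 times under every alternative run other than a fold minimum of 1 (4697, 2773, 3261 and 1737, by construction fewer) and leaving out a library, which gave 5223 to 9850, 2752 to 7938, 3318 to 5734 and 1096 to 1839, with the lone sample assumed to vary like the others. The replicate number as a block gave 8594, 5839, 6027 and 2919. It is a check only, since label numbers do not establish pairs. Deviations of replicates correlated across genes between groups from -0.298 to 0.17 in ES cells and at 0.054 in embryos. Rapamycin had 4 genes with a pseudocount of 0.1, 1 each with no filter, median-ratio or quantile scaling, the block, 2 groups alone or the length trend removed, and 3 to 365 without a library. The embryos had 0 genes with no filter, 4 with a filter at 5 TPM, 3 without the trend prior, 92 (80 up) with the block, 469 as deposited, 0 with the length trend removed and 20 to 2708 without a library. Genes moved in common by CX-5461 and rotenone numbered 1807 up and 161 down with the fold minimum. For ES cells and embryos the overlap of 265 and 20 came without the adjusted p.

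Without near-identical copies, as taken by gene name, the two-cell list kept 12 of 48 members in ES cells and its calls (adjusted p = 0.00395 for CX-5461, 0.00046 against rapamycin, 1.59e-07 against rotenone). The two-cell call was lost with an estimated correlation (adjusted p = 0.23 for CX-5461, 0.211 against rapamycin, 0.156 against rotenone), and for rotenone the list passed with the length trend removed (adjusted p = 0.00641). With an estimated correlation no list passed in any comparison, not even the polymerase I machinery with CX-5461, whose estimated correlation was -0.015. Losses in that setting therefore cannot be put down to correlation between genes alone. Other lists called fell from 15, 11, 16, 15, 17 and 9 (comparisons in the order of the report, embryos last) to 0 in each with an estimated correlation. By fry they numbered 12 (10 higher), 1, 12 (10 higher), 13 (10 higher), 14 (10 higher) and 0. For CX-5461 against control the split of these lists, 5 higher and 10 lower, became 6 and 4 under quantile scaling and 10 and 2 by fry, so most lower list calls rested on the scaling or on comparison with other genes. In embryos 4 passed with the length trend removed. A total of 4 list results reversed: oocyte genes with CX-5461 (fry adjusted p = 0.344), glycolysis against rapamycin (fry adjusted p = 0.482), and replication histones with rotenone (0.449) and in embryos (0.832) with the length trend removed. Of 2112 list results, 198 lost a call and 53 gained one. Of 2358 named-gene results, 116 lost a call, 19 gained one and 0 reversed. Depth is unknown, so what it limits cannot be given.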

Other observations

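The comparison of sex-linked genes in embryos and of RNA classes in ES cells was chosen after the values were seen, and neither was tested. In embryos, Xist, which silences an X chromosome in females, was at 9.9 and 27.34 TPM in the control libraries and 47.75 and 19.4 TPM with CX-5461. The Y-linked genes Ddx3y (26.71, 5.5, 6.41 and 22.16 TPM) and Eif2s3y (105.08, 25.48, 17.95 and 92.23 TPM, in the same order) were lower in control replicate 2 and CX-5461 replicate 1, where Xist was higher, so the pools differed in this respect within both groups. Kdm5d (1.36, 0.21, 0.36 and 1.14 TPM) and Uty (4.41, 1.35, 4.27 and 7.13 TPM) went the same way within each group. Uty in CX-5461 replicate 1 lay close to control replicate 1, however.

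Among small nucleolar RNAs in ES cells, 182 were tested and CX-5461 raised 15 and lowered 49, rotenone raised 17 and lowered 57, and rapamycin lowered 1. Directly against rotenone 8 were higher and 8 lower with CX-5461, and directly against rapamycin 2 were higher and 58 lower. The libraries were made from poly-A RNA and such genes lie within other transcripts in some cases, so these levels are uncertain. Snord83b, within Rpl3, fell from a mean of 123 to 11.1 and 10.5 TPM with CX-5461 and to 12.9 and 14 TPM with rotenone, and was at 81.7 and 91.8 TPM with rapamycin (adjusted p = 0.213). Processed pseudogenes went both ways, with 184 up and 245 down under CX-5461 and 114 up and 139 down under rotenone.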
